A study of Arabidopsis thaliana with 33 samples.

How the data were processed

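Shoots of soil-grown Arabidopsis thaliana (16 h light and 8 h dark) were used for ChIP-seq of H2A.Z, for RNA-seq and for MNase-seq, per the labels' protocols. ChIP and input libraries were read with 76-nt single-end reads, RNA-seq libraries of nuclear RNA (100 ng per library) with 36-nt paired-end reads, and MNase-seq libraries with 76-nt paired-end reads, per the labels' protocols. MNase digests fragment chromatin between nucleosomes, so that the reads mark nucleosome positions. Fragments above 400 bp were selected for MNase-seq, per the labels' protocols. Genomic DNA came from rosette leaves of 50 pooled arp6 plants. Groups and replicate numbers were taken from the sample titles, and all 33 samples could be assigned.

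H2A.Z peaks were called by the authors for each ChIP library against its input with HOMER in histone style, per the file headers. For 5 of the lists, the headers give an FDR of 0.01, 3-fold over input and 4-fold over the local region. For WT replicate 1 they give 4-fold over input, 1-fold over the local region and a Poisson threshold in place of the FDR. The lists hold positions only, with the same value in the score column of each peak, so no ranking by strength was possible. Tag totals, tags in peaks and fragment lengths were read from the headers.

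For RNA-seq, the authors deposited 3 tables of comparisons with log2 fold changes, average log2 CPM, p-values and Benjamini-Hochberg adjusted p-values, made with edgeR per the labels. Their aligner, counter and genome build are not stated. Recomputing the adjustment from the deposited p-values over all rows of each table gave the deposited values. Each table holds 3 rows of counters that name no gene (reads without a feature, with several alignments or ambiguous). They made up 67.0%, 69.5% and 71.0% of the counts in the arp6, brm and arp6;brm tables and were left out of all counts of genes here. The tables hold no value per library. Where the design had foreseen a count model if counts were given, the authors' test was used as it stands.

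For MNase-seq, the authors deposited 3 tables that each compare a mutant with WT at about the same set of nucleosome positions, with 1 pooled data set per genotype per the labels. The tables are laid out like those of DANPOS, and neither the tool's version nor the smoothing is stated. They give the occupancy signal at the summit and at a single base in WT and mutant, log2 fold changes, FDR values (adjusted p-values) and fuzziness scores, all computed by the authors. The deposited log2 fold change at the summit equals the log2 ratio of the deposited summit signals at 43.8%, 42.6% and 43.4% of positions and its median of 0.155, 0.214 and 0.209 exceeds that of the point value, which is 0.023, 0.087 and 0.08. How the authors computed the summit fold change is not stated. Positions on the mitochondrial and chloroplast genomes (1483, 1455 and 1465) were left out of the main results. Deletions in arp6 were called by the authors with CNVnator, per the labels, and were deposited as positions without a score.

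Calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Genes were called at an adjusted p-value under 0.05, and nucleosome positions at an FDR under 0.05 with an absolute log2 fold change of at least 1. Numbers of peaks and covered lengths were compared by two-sided exact permutation tests of 2 against 2 samples, whose smallest p is 0.33. WT H2A.Z regions were the merged peaks of both WT replicates that hold a peak of each, and an overlap of at least 1 bp counted. Overlap by chance was estimated by moving the peaks of each list along its chromosome 100 times. A nucleosome lay inside a region or deletion if its centre did. Inside medians were set against 10000 random sets of positions drawn within 20 bins of the WT summit signal. The difference between inside and outside was also computed with the regions moved together along each chromosome by a random distance 200 times. Windows of 1 Mb were used along the chromosomes. Shares carry 95% Wilson intervals, and medians carry 95% binomial intervals of the order statistics. These cover counting error only. No interval was possible for the RNA-seq and MNase-seq values per library.

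Comparisons with the same WT libraries share the noise of those libraries. This was simulated 100 times for each pair of tables. The standard error of a gene's log2 fold change was taken as the median ratio of its size to the normal quantile of the deposited p-value over genes in the same of 20 expression bins, and WT was given an equal part of the variance. Unchanged groups, and groups with the effects of called genes shuffled within bins, were drawn. On simulated data for 21482 genes, with 200 genes changed by a log2 fold change of 2, the step recovered 72.5% of the changed genes for arp6 against WT and 68.5% for brm against WT, with 5.8% and 4.9% false calls. In simulated positions of the arp6 table (701877), a planted difference of 0.2 between inside and outside was returned as 0.2, and 20 of 20 planted windows of loss were found with 0 others. Planted windows had 10% of positions lost and the others none, so this checks the calculation and not the rate of false windows.

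Named genes followed a rule fixed before the data were examined. They are ARP6, BRM and 6 flowering-time genes, the 2 genes with the largest rise and the 2 with the largest fall in each table among called genes with an average log2 CPM of at least 1, and the 2 genes with the largest product of changes in each orientation among those called in both single mutants in opposite directions. The 3 longest deletions were named by the same rule. Gene names came from the RefSeq table of assembly TAIR10.1, in which 22014, 21893 and 22318 of the gene identifiers were found. Its coordinates were not used, because no file or label names the genome build.

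For that reason the planned comparisons of genes with H2A.Z peaks, with deletions and with the first nucleosome of a gene were not made. Alternatives covered thresholds on adjusted p-values and fold changes, a minimum average log2 CPM, centring, merging and overlap of peaks, leaving out each ChIP replicate, other occupancy measures, and leaving out positions in deletions. Adjustment over gene rows only, leaving out windows with lost signal, the log2 ratio of the summit signals and the moved regions were added after the data had been seen.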

Results

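The series compared Arabidopsis thaliana shoots of wild type (WT), of the mutants arp6-1 and brm-1, and of the combined mutant arp6;brm. ARP6 is a subunit of the SWR1 complex, which places the histone variant H2A.Z in nucleosomes, and BRM (BRAHMA) is the ATPase of a SWI/SNF chromatin remodelling complex. The series title names coordinate and antagonistic action of H2A.Z and BRM as the question. The 33 libraries comprised 6 H2A.Z chromatin immunoprecipitations (ChIP) with 6 matched inputs, 12 RNA-seq libraries, 8 MNase-seq libraries and 1 library of genomic DNA from 50 pooled arp6 plants. ChIP and input had 2 replicates in each of WT, arp6 and brm. RNA-seq had 3 replicates and MNase-seq 2 replicates in each of WT, arp6, brm and arp6;brm. The 6 ChIP libraries held between 5553946 and 15765419 tags. The RNA-seq and MNase-seq tables carried no value per library, so their depth per library is unknown and no spread between replicates could be computed from them. No genome build was named, so the coordinates given are those of the authors' files, and a gene's chromosome was read from its locus name.

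The targeted genes were examined first. In the authors' deposited table of arp6 against WT, the log2 fold change of ARP6 (AT3G33520, chromosome 3) was -5.73, with an adjusted p-value of 1.54e-44. It was -5.60 in the authors' deposited table of arp6;brm, with an adjusted p-value of 8.2e-53. In the authors' deposited table of brm it was 0.27, with an adjusted p-value of 0.545. The log2 fold change of BRM (AT2G46020, chromosome 2) was -5.64 in brm and -8.87 in arp6;brm in the authors' deposited tables, with adjusted p-values of 4.2e-94 and 2.41e-163. In the authors' deposited table of arp6 it was -0.01, with an adjusted p-value of 1.0. Each targeted transcript was thus low in the lines that carry its mutation and not called in the other.

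To ask which genes depend on each factor, genes were called at an adjusted p-value under 0.05 in the authors' deposited tables. In arp6, 1330 of 22046 genes were called, of which 664 were higher and 666 lower than in WT. In brm, 3017 of 21925 genes were called, with 1671 higher and 1346 lower. In arp6;brm, 2973 of 22352 genes were called, with 1378 higher and 1595 lower. The median log2 fold change over all genes was -0.018, -0.018 and 0.005 in the 3 tables. An adjusted p-value under 0.2 changed these numbers by the most genes, to 2579, 5203 and 5584, while an absolute log2 fold change of at least 1 left 869, 1695 and 1519, a larger change as a ratio in brm and arp6;brm. Among called genes, 261 in arp6, 319 in brm and 622 in arp6;brm had an average log2 CPM (counts scaled to library size) under 1.

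The genes with the largest changes among those called with an average log2 CPM of at least 1 differed between the tables. Log2 fold changes beyond about 10 in either direction were fitted by the authors where a group may hold few or no reads. Their size thus depends on the authors' prior count. The same may hold for smaller changes at a low average log2 CPM. Stretches of missing or different sequence in the arp6 and arp6;brm lines, taken up below, could also give such large changes. Whether the genes named here lie in such stretches was not tested, so their changes need not reflect regulation by ARP6 or BRM. The largest falls in the authors' deposited table of arp6 were those of the pseudogenes AT4G08110, with a log2 fold change of -11.92, and AT1G20390, with -11.63. Both were lower in arp6;brm as well, with log2 fold changes of -11.70 and -11.40 in the authors' deposited table. In the authors' deposited table of brm, AT1G20390 was higher, with 0.99 and an adjusted p-value of 0.00931, and AT4G08110 was not called. The largest rises in the authors' deposited table of arp6 were those of the pseudogene AT3G62475, with 11.72, and of AT2G15130, with 10.40. AT3G62475 was also among the largest rises in arp6;brm, with 10.38 in the authors' deposited table, and was not listed in that of brm. AT2G15130, on chromosome 2, had a log2 fold change of 3.92 and an adjusted p-value of 0.411 in the authors' deposited table of arp6;brm. The largest falls in the authors' deposited table of brm were those of BRM and of XTH31 (AT3G44990), with -5.34. XTH31 had log2 fold changes of -1.49 in arp6 and -1.20 in arp6;brm in the authors' deposited tables, with adjusted p-values of 1.14e-05 and 3.98e-05. The largest rises in the authors' deposited table of brm were those of CYP82G1 (AT3G25180), with 8.90, and ABR1 (AT5G64750), with 6.71. In the authors' deposited table of arp6;brm, neither was called, with adjusted p-values of 0.703 and 0.224. The largest falls in the authors' deposited table of arp6;brm were those of AT5G28919, with -12.01, and AT5G66052, with -11.87. AT5G28919 was also lower in arp6, with -10.43 in the authors' deposited table, whereas AT5G66052 had -0.10 there, with an adjusted p-value of 0.902. AT5G66052 was higher in the authors' deposited table of brm, with 0.68 and an adjusted p-value of 0.0239, and AT5G28919 was not called there. AT1G03106 rose by a log2 fold change of 11.27 in arp6;brm and of 10.26 in arp6 in the authors' deposited tables, and was not listed in that of brm.

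A list of 6 flowering-time genes was read in the same tables. In arp6, 1 of the 6 was called over all genes tested, and 1 when adjusted over the list alone. In brm, 2 were called over all genes and 4 when adjusted over the list alone. In arp6;brm, 2 were called over all genes and 2 when adjusted over the list alone. FLC (AT5G10140), a repressor of flowering, had log2 fold changes of 3.95 in brm and 3.32 in arp6;brm in the authors' deposited tables, with adjusted p-values of 6.19e-16 and 1.56e-13. In the authors' deposited table of arp6 its log2 fold change was -0.12 at an average log2 CPM of -1.11, with an adjusted p-value of 1.0. SVP (AT2G22540) was lower in all 3 mutants, with log2 fold changes of -1.24, -0.60 and -0.73 in arp6, brm and arp6;brm in the authors' deposited tables. Its adjusted p-values in the authors' deposited tables were 3.56e-07, 0.0463 and 0.0118. MAF5 (AT5G65080) had a log2 fold change of 2.21 in the authors' deposited table of brm, with an adjusted p-value of 0.0829. MAF4 (AT5G65070), FT (AT1G65480) and AGL20 (AT2G45660, also known as SOC1) were not called in any of the authors' deposited tables.

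To ask where ARP6 and BRM act on the same genes, the calls in the single mutants were set against each other. Of 21482 genes listed in both tables, 368 were called in both, where 182.8 would be called in both by independent calls. Both comparisons used the same WT libraries, which alone gives related values. Over 100 simulations with independent effects and shared WT noise, 174.8 genes were called in both on average and at most 203. Of the 368 genes, 293 changed in the same direction, a share of 79.6% (95% Wilson interval 75.2 to 83.4), with 150 higher and 143 lower in both. The simulated share was 53.3% on average and at most 64.0%. The remaining 75 genes changed in opposite directions, 34 of them higher in arp6 and lower in brm and 41 lower in arp6 and higher in brm. The product of the changes was largest for AT3G09162 and AT2G24110 among the former and for RAP2.6 (AT1G43160) and GSTU6 (AT2G29440) among the latter. The log2 fold changes of AT3G09162 were 1.79 in arp6 and -8.35 in brm in the authors' deposited tables. Those of AT2G24110, a transcribed pseudogene, were 2.88 and -4.98 in the authors' deposited tables. RAP2.6 had -8.48 in arp6, with an adjusted p-value of 0.0448, and 4.25 in brm in the authors' deposited tables. GSTU6 had -8.20 in arp6 and 2.40 in brm in the authors' deposited tables. The average log2 CPM was -0.92 for AT3G09162 and -1.5 for AT2G24110 in brm, where they fell. It was -0.74 for RAP2.6 and -1.07 for GSTU6 in arp6, where they fell. At such levels a group may hold few or no reads. The size of these falls, and with it the ranking by product, may thus depend on the authors' prior count. None of these 4 genes was called in the authors' deposited table of arp6;brm, where the adjusted p-values were between 0.112 and 1.0.

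**Figure D1:**
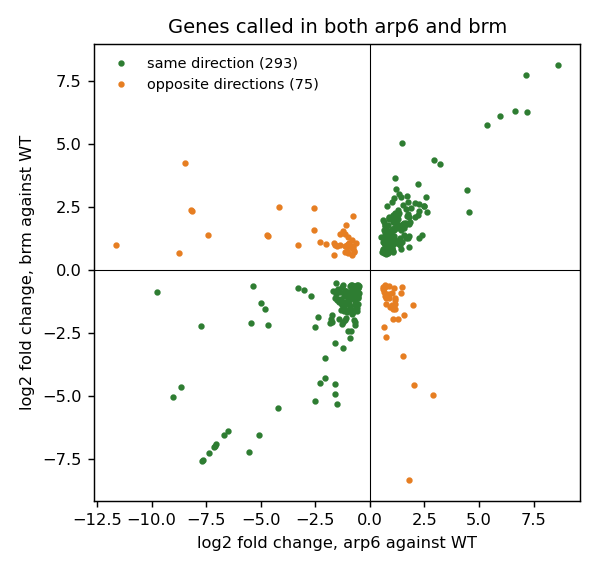
Log2 fold changes against WT in arp6 (horizontal axis) and in brm (vertical axis) of the 368 genes called in both of the authors' deposited tables, 1 point per gene. The 293 genes that changed in the same direction lie at the lower left and upper right, and the 75 genes that changed in opposite directions lie at the upper left and lower right.

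Across the genes listed in both tables, which are not independent replicates, the Pearson correlation of the log2 fold changes in arp6 and brm was 0.383. Groups simulated against shared WT libraries gave 0.473 on average when unchanged and 0.36 with independent effects of called genes, so the observed correlation lay between the simulated ones. The correlation was 0.615 between arp6 and arp6;brm, against a simulated 0.483 for unchanged groups and 0.325 with independent effects. It was 0.45 between brm and arp6;brm, against a simulated 0.478 and 0.33, so it was below the former and above the latter. As Spearman correlations the values were 0.24, 0.433 and 0.349 for the 3 pairs, against a simulated 0.435, 0.435 and 0.437 for unchanged groups, so none exceeded them. Of the genes called in arp6, 657 were also called in arp6;brm, and 86.6% of these changed in the same direction, where the simulation gave 158.8 genes and 53.8%. Of the genes called in brm, 835 were also called in arp6;brm, and 83.7% of these changed in the same direction, where the simulation gave 376.3 genes and 53.1%. The 3 pairs are the only correlations of this kind that were computed. How far the combined mutant is the sum of the single mutants was described by the slope of its log2 fold changes on the summed log2 fold changes of arp6 and brm. Over the 5563 genes called in at least 1 table, the slope was 0.428. Simulated additive effects of called genes with the same noise gave slopes between 0.818 and 0.871. That simulation took the deposited log2 fold changes of called genes as true. It modelled neither their selection as called nor a floor where a group holds few or no reads. The lower observed slope thus does not by itself show that the effects are not additive. Over all genes the slope was 0.34, where simulated unchanged groups gave 0.267. The slope was highest, at 0.672, over the genes called in arp6;brm. Among the 75 genes with opposite directions in the single mutants, 39 were called in arp6;brm, of which 20 changed as in arp6 and 19 as in brm.

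H2A.Z was mapped by ChIP to ask whether its place on the genome depends on each factor. The lists held 9871 and 15262 peaks in WT replicates 1 and 2, 3304 and 3997 in arp6, and 15639 and 14300 in brm. The mean was 12567 ± 3812 (SD, n = 2) in WT, 3651 ± 490 (SD, n = 2) in arp6 and 14970 ± 947 (SD, n = 2) in brm. Both arp6 lists held fewer peaks than both WT lists, with a two-sided exact permutation p of 0.33, the smallest that 2 against 2 samples allow. The brm mean exceeded the WT mean by 2403 peaks, less than the SD of WT, with a two-sided exact permutation p of 0.667. Without WT replicate 1, the difference between brm and WT was -292.5 peaks, and that in covered length was -1365513 bp where it had been 2784961 bp. WT replicate 1 was called with other thresholds than the other 5 lists, per the file headers, so WT holds 1 list called in the same way as those of the mutants. Peaks covered 13.1 ± 5.87 Mb (SD, n = 2) in WT, 2.48 ± 0.170 Mb (SD, n = 2) in arp6 and 15.9 ± 2.20 Mb (SD, n = 2) in brm. The two-sided exact permutation p of the covered length was 0.33 for arp6 and 0.667 for brm. Covered length in arp6 was lower than in WT by 10.7 Mb (-10.657 Mb), and without WT replicate 2 the difference was -6506417 bp. The median peak width was 776 and 913 bp in WT, 501 bp in both arp6 lists and 906 and 814 bp in brm. Tags in peaks made up 24.26% and 41.83% of tags in WT, 6.02% and 5.14% in arp6 and 42.51% and 35.3% in brm, per the file headers. The lists with fewest tags were brm replicate 2, with 5553946, and arp6 replicates 2 and 1, with 6353934 and 7536706. The authors' caller used a fragment length of 164 bp in both arp6 lists and of 414 to 458 bp in the other 4.

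**Figure D2:**
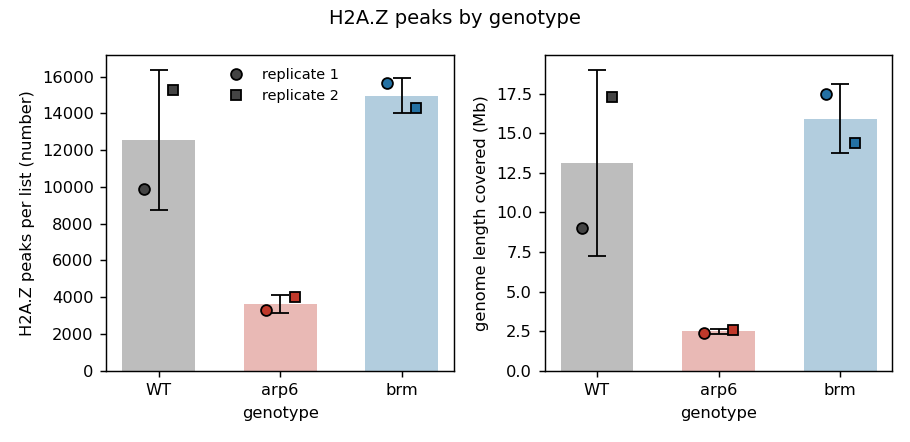
Number of H2A.Z peaks (left) and genome length in Mb covered by them (right) in WT, arp6 and brm; points are the lists of replicates 1 and 2, bars the mean of 2 and error bars the SD. Both arp6 lists, with 3304 and 3997 peaks, lie below all lists of WT and brm, and the WT lists, with 9871 and 15262 peaks, lie farther apart than those of brm.

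Peaks were next compared by position. Of the peaks of WT replicate 1, 85.7% were overlapped by a peak of WT replicate 2 by at least 1 bp, and 53.6% in the other direction. A total of 8158 WT regions, which cover 11.7 Mb, held peaks of both WT replicates. Peaks of at least 1 arp6 replicate overlapped 2959 of them, or 36.3% (95% Wilson interval 35.2 to 37.3), against 12.3% on average for arp6 peaks moved to random places on the same chromosome. The arp6 replicates taken alone overlapped 24.2% and 21.7%. Thus the share rests on both lists, and without arp6 replicate 1 it was 21.7%. Of the WT regions, 9.7% were overlapped by both arp6 replicates. The arp6 replicates themselves shared few peaks, with 28.0% of the peaks of replicate 1 overlapped by replicate 2. Of the arp6 peaks, 78.9% in replicate 1 and 62.9% in replicate 2 lay on a peak of either WT replicate. Peaks of at least 1 brm replicate overlapped 7890 of the WT regions, or 96.7% (95% Wilson interval 96.3 to 97.1), against 50.2% for moved peaks. Of the peaks of brm replicates 1 and 2, 77.8% and 79.0% were overlapped by WT replicate 2, 52.6% and 54.1% by WT replicate 1, and 72.1% and 80.6% by the other brm replicate.

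The genome of arp6 plants was sequenced to find deletions. The authors' list held 1545 deletions of 300 to 196500 bp, with a median of 1000 bp and a total of 5.88 Mb. There were 295 on chromosome 1, 419 on chromosome 2, 214 on chromosome 3, 144 on chromosome 4 and 473 on chromosome 5. The longest lay on chromosome 1 from 15217101 to 15413600, on chromosome 5 from 14324101 to 14517000 and on chromosome 1 from 14732501 to 14885700. These positions count from 1, and the genes there were not assigned because no genome build was named. Nucleosome occupancy in the same places was then read from the MNase-seq tables, with brm as the background since it lacks the arp6 mutation. Inside the deletions, the median occupancy log2 fold change was -3.86 in arp6 (95% interval of the median -3.93 to -3.78), 0.119 in brm (0.111 to 0.129) and -0.222 in arp6;brm (-0.248 to -0.201). Outside them it was 0.170, 0.217 and 0.216. These intervals treat positions as independent and cover no replicate error. The loss differed between chromosomes. The median inside deletions in arp6 and arp6;brm was -0.75 and -0.50 on chromosome 1, -4.27 and 0.22 on chromosome 2, -3.00 and -1.20 on chromosome 3, -0.36 and -0.09 on chromosome 4, and -4.25 and -6.25 on chromosome 5. In arp6, 41.7% of the positions inside deletions reached a log2 fold change of -2 or below on chromosome 1 and 31.9% on chromosome 4. Of the longest deletions, the one on chromosome 5 had a median of -3.00 in arp6, 0.11 in brm and -3.00 in arp6;brm. The pair on chromosome 1 had medians of 0.03 and 0.07 in arp6, at WT summit values of 14 and 8 against 200 for all positions, so little WT signal was there to be lost. In this pair, 22.5% and 22.7% of positions reached -2 or below in arp6, and 20.7% and 33.0% in brm. The occupancy there thus gave no sign of a loss specific to arp6.

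**Figure D3:**
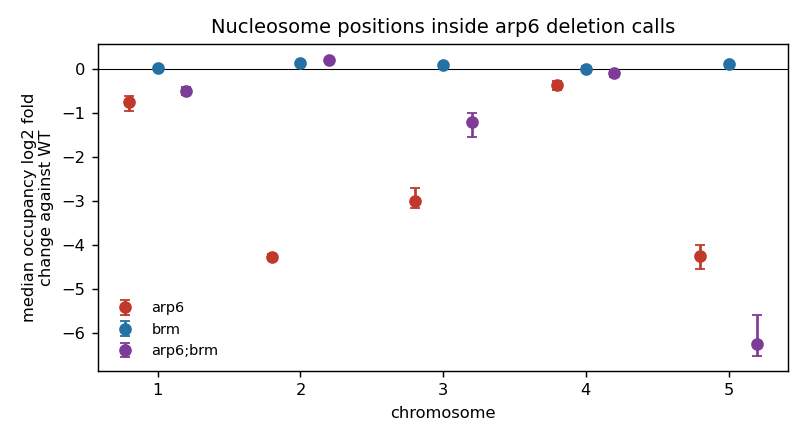
Median occupancy log2 fold change against WT (vertical axis) of nucleosome positions inside the deletions called in arp6, by chromosome, for arp6, brm and arp6;brm; error bars are 95% intervals of the median over positions. On chromosome 2 the median is -4.27 in arp6 and 0.22 in arp6;brm, on chromosome 5 it is -4.25 and -6.25, and on chromosomes 1 and 4 it is -0.75 and -0.36 in arp6.

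Positions that lost signal were not spread evenly. A position was counted as lost at a log2 fold change of -2 or below. Lost positions numbered 23562 in arp6, 3604 in brm and 14206 in arp6;brm. In arp6, 8.18% of positions were lost on chromosome 2 and 4.71% on chromosome 5, against 0.484% and 0.555% in brm. In arp6;brm, 0.203% were lost on chromosome 2 and 5.05% on chromosome 5. Of 121 windows of 1 Mb, 43 had at least 2% of their positions lost in arp6, 3 in brm and 27 in arp6;brm. The 43 windows included 15 of the 20 windows of chromosome 2, where arp6;brm had none. They also included window 16 of chromosome 1, where the lost share was 3.52% in arp6 and 3.69% in brm. Across windows, which are not independent replicates, the Spearman correlation of the lost share with the length in deletions was 0.807 in arp6, 0.566 in brm and 0.487 in arp6;brm. Inside the 43 windows the median lost share was 5.18% in arp6 and 0.49% in brm, and outside them it was 0.40% and 0.37%.

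**Figure D4:**
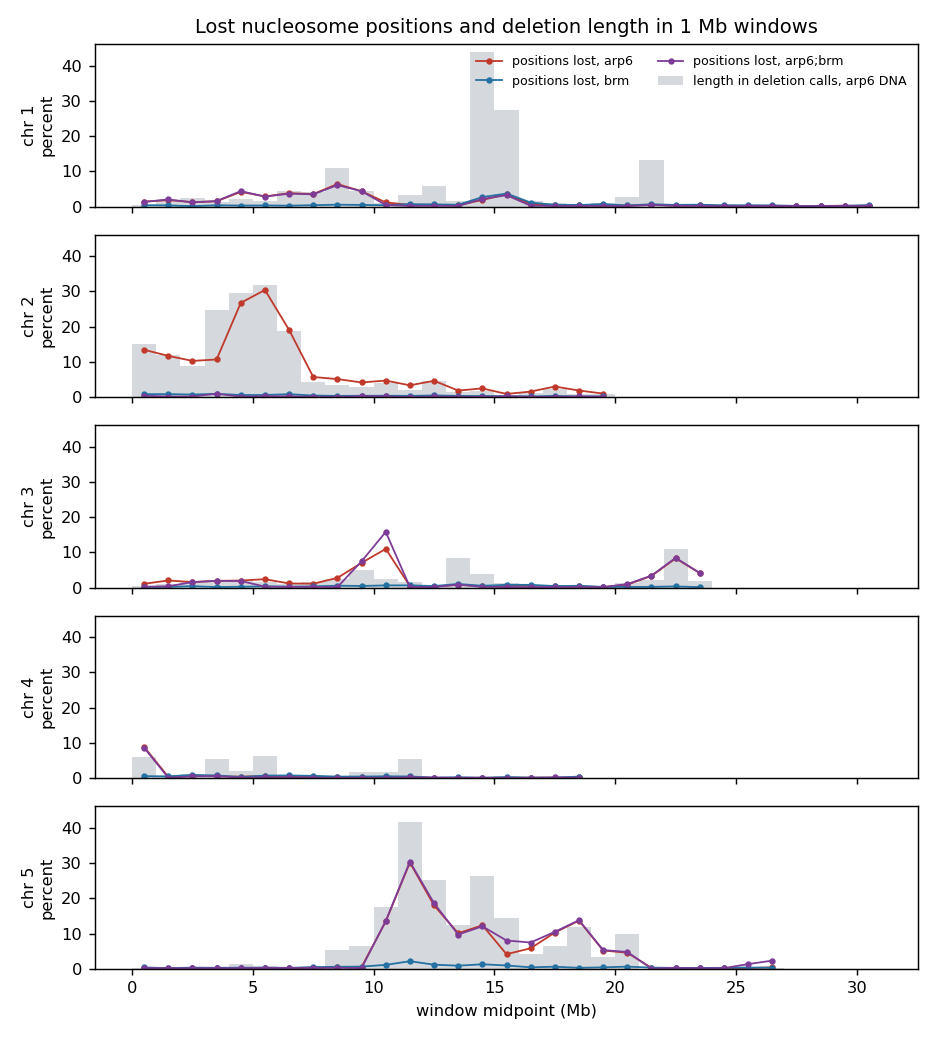
Percent of nucleosome positions lost in arp6, brm and arp6;brm (lines) and percent of length in deletions called in arp6 DNA (grey bars) in windows of 1 Mb along the 5 chromosomes; the horizontal axis is in Mb. On chromosome 2 positions were lost in arp6 (8.18%) and not in arp6;brm (0.203%), and on chromosome 5 they were lost in both (4.71% and 5.05%), with more lost in arp6;brm in some windows, such as window 16 (8.02% against 4.14%) and window 27 (2.32% against 0.42%).

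Nucleosome changes were called at the authors' FDR under 0.05 with an absolute log2 fold change of at least 1. Replicates were pooled by the authors, so these calls have no replicate check. Changed occupancy was called at 36112 of 701877 positions in arp6 (7417 higher, 28695 lower), at 29354 of 702244 in brm (17751 higher, 11603 lower) and at 32885 of 703143 in arp6;brm (13567 higher, 19318 lower). The median log2 fold change of all positions was 0.155, 0.214 and 0.209, and centring on it changed the split between higher and lower. Centred, 8586 positions were higher and 13804 lower in brm, so that the direction of the majority turned, and 8181 were higher and 19964 lower in arp6;brm. The majority in brm also turned among positions with a WT summit value of at least the 10th percentile, with 8877 higher and 10190 lower, and at an FDR under 0.01, with 3284 higher and 3740 lower. Without positions in a deletion called in arp6, the majority in arp6;brm turned, with 13102 higher and 11354 lower. Without the 46 windows in which at least 2% of positions were lost in arp6 or arp6;brm, 8462 positions remained called in arp6, of which 49.8% were higher, and 12045 in arp6;brm, of which 67.2% were higher. At an FDR under 0.01, the setting that moved the numbers in brm and arp6;brm most, 8594 positions were called in arp6 (128 higher, 8466 lower), 7024 in brm and 8168 in arp6;brm (172 higher, 7996 lower). Fuzziness, the spread of reads around a nucleosome centre, was called as changed at 61071 positions in arp6, 62362 in brm and 65310 in arp6;brm. Of these, 44.5%, 37.8% and 40.3% were fuzzier than in WT. With a WT summit value of at least the 10th percentile, the split in arp6 was near even, with 26490 fuzzier and 26513 less fuzzy. Less fuzzy positions stayed the majority in brm (22766 fuzzier, 31174 less fuzzy) and in arp6;brm (25373 and 31144). Summits lay at least 50 bp from the WT summit at 15.9% of positions in arp6, 15.6% in brm and 15.3% in arp6;brm, and the median shift was 10 bp in each.

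Finally, nucleosomes inside the 8158 WT H2A.Z regions were compared with those outside. The median occupancy log2 fold change inside was 0.203 in arp6, 0.289 in brm and 0.257 in arp6;brm. Outside, it was 0.149, 0.206 and 0.203, which gives differences of 0.054, 0.083 and 0.054. In each table the inside median lay above all 10000 random sets of positions matched on WT occupancy, whose medians were 0.174, 0.232 and 0.227. Such sets draw single positions, whereas neighbouring positions are not independent, so their range is too narrow. With the regions moved together along each chromosome, a test added after the data had been seen, 200 moves gave differences of -0.014 to 0.018 in arp6, -0.013 to 0.012 in brm and -0.009 to 0.009 in arp6;brm, and these were not matched on WT occupancy. The difference was thus largest in brm, in which H2A.Z peaks overlapped 96.7% of WT regions, and no larger in arp6, in which they overlapped 36.3%. Whether the differences differ between mutants was not tested, since the tables hold no replicates. The value moved most in arp6 without the windows of lost signal, where it was 0.037.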

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

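The test in this part was chosen after the result had been seen. Rows that name no gene hold most of the counts behind the RNA-seq tables, which the report's comparisons do not use. Reads without a feature, with several alignments or ambiguous made up 67.0% of the counts in the arp6 table, 69.5% in the brm table and 71.0% in the arp6;brm table. In the authors' deposited table of arp6;brm, the log2 fold change was 0.34 for reads with several alignments and 0.28 for reads without a feature, with adjusted p-values of 0.114 and 0.211. None of the 9 such values was called in the authors' deposited tables.

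A technical concern is that counters in the library totals shift the fold changes of genes. If totals set the scale, the summed CPM implied by the average log2 CPM and the log2 fold changes would be equal in both groups, with a log2 ratio of 0. The ratio was 0.197 in arp6;brm, 0.112 in brm and -0.102 in arp6. The median log2 fold change of genes was 0.005 where the counters together rose by 0.313 on the log2 scale. These values argue against a shift of genes by the counters. They do not give the absolute level of gene transcripts, since a scaling on genes sets their median near 0. Which RNAs fill these rows was not analysed here, and a higher share of unspliced or organellar RNA in nuclear preparations stays open and untested. A biological difference between genotypes in these reads was not tested.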

How the results depend on the processing

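Adjustment over gene rows only, leaving out windows with lost signal and the log2 ratio of the deposited summit values were chosen only after the data had been seen; the other alternatives were planned. The numbers of genes and positions called change with a threshold because fewer or more pass it, and leaving out replicates or positions leaves fewer to compare. For the other changes the cause was not tested.

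At an adjusted p-value under 0.01, 812 genes were called in arp6, 1886 in brm, 1752 in arp6;brm and 169 in both single mutants. Under 0.2 these were 2579, 5203, 5584 and 956, and with an absolute log2 fold change of at least 1 they were 869, 1695, 1519 and 182. The share of genes called in both that changed in the same direction was between 76.8% and 82.4% over its 5 alternatives. As Spearman correlations, the relations across genes were 0.24 (arp6 and brm), 0.433 (arp6 and arp6;brm) and 0.349 (brm and arp6;brm), where simulated unchanged groups gave 0.435, 0.435 and 0.437. As Pearson correlations with an average log2 CPM of at least 1 they were 0.197, 0.529 and 0.311. The slope was 0.672 over genes called in arp6;brm, 0.321 over genes called in both single mutants, 0.34 over all genes and 0.371 with an average log2 CPM of at least 1.

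Leaving out 1 replicate at a time gave differences in peak number of -11611.5 to -6220.5 for arp6 and of -292.5 (without WT replicate 1) to 5098.5 for brm. Covered length differed by -14807365 to -6506417 bp for arp6 and by -1365513 (without WT replicate 1) to 6935435 bp for brm. The share of WT regions overlapped was between 21.7% (without arp6 replicate 1) and 29.9% for arp6 and between 86.3% and 92.4% for brm. It was 24.3% and 86.6% of the regions in either WT replicate, and 9.7% and 81.8% for peaks of both mutant replicates. With at least 50% of the region overlapped it was 13.7% in arp6. As a replicate block, with same-number replicates set against each other, the differences were -8916 and 2403 peaks and -10656891 and 2784961 bp, and the exact sign-flip permutation p was 0.5 for arp6 and 1.0 for brm, where 0.5 is the smallest possible. The labels do not state that equal numbers share a batch. A minimum width of 500 bp removed no peak, so that alternative tested nothing.

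At an FDR under 0.01, changed occupancy was called at 8594 positions in arp6, 7024 in brm and 8168 in arp6;brm, of which 128, 3284 and 172 were higher, and changed fuzziness at 16779, 15255 and 18330. Without windows with lost signal, occupancy was called at 8462, 18304 and 12045 positions. It was called at 20913 in arp6 without positions in deletions and at 19067 in brm with a WT summit value of at least the 10th percentile. The majority of changed positions turned from higher to lower in brm with centring (8586 higher, 13804 lower), with that WT minimum (8877 and 10190) and at an FDR under 0.01 (3284 and 3740). It turned from lower to higher in arp6;brm without positions in deletions (13102 and 11354) and without windows with lost signal (8093 and 3952). Shifts of at least 20 bp were found at 44.12%, 44.55% and 44.01% of positions, and of at least 80 bp at 3.05%, 2.93% and 2.94%.

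The difference between positions inside and outside WT H2A.Z regions was 0.062, 0.093 and 0.06 for the point value in arp6, brm and arp6;brm, and 0.061, 0.094 and 0.06 for the log2 ratio of the summit values. With a WT summit value of at least the 10th percentile it was 0.048 in arp6 and 0.048 in arp6;brm. In arp6 it was 0.043 without positions in deletions and 0.037 without windows with lost signal. The median inside deletions was -4.057, 0.0 and -0.35 for the point value, and -4.475, 0.104 and -0.275 with that WT minimum. For deletions of at least 5000 bp it was -4.108 in arp6 and 0.158 in brm.

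Of the values that answer a comparison, 76 stayed within the limit for their kind (1.5 times for a count; the same direction and side of the threshold for a tested value; the spread between replicates or the 95% interval otherwise), 70 moved beyond it and 2 reversed. These limits do not cover the split into higher and lower, which turned as given above. The 76 include alternatives that could not move their value. These are the minimum peak width, which removed no peak, and centring for numbers of genes called on p-values. The sign-flip permutation is another, since it keeps the difference and cannot reach the threshold. Centring shifted each log2 fold change of a named gene by the median of all genes (-0.018, -0.018 and 0.005), which took BRM in arp6, where it was not called, from -0.009 to 0.009. Named genes with an average log2 CPM of at least 1 stayed on their side of the threshold of 0.05 when adjusted over such genes; those below it, among them MAF4, MAF5 and FT, have no such value. No paired analysis was possible because the RNA-seq and MNase-seq tables hold no value per library. For that reason the alternatives on counts per library, with replicates left out, were not run. Without a named genome build, the alternatives on genes in deletions, annotated genes and first nucleosomes were not run. The upper part of each peak list by score was not run either, since all peaks carry the same score.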

Other observations

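The tests of blocks of lost signal, of neighbouring genes, of the numbers of H2A.Z peaks and of chloroplast signal were chosen only after the result was seen, while the tests of arp6-called genes on chromosome 2, of the fixed read total and of shared WT libraries were set before theirs. Leaving out windows with lost signal was added after the data had been seen, and its limit was set before the difference without them was computed.

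Nucleosome signal was lost over long blocks in arp6. A candidate explanation is that the arp6 line carries stretches of another strain's genome, on which reads do not align to the reference. Across 121 windows, which are not independent, the lost share in arp6 had a Spearman correlation of 0.807 with the length of deletions called from genomic DNA. The correlation was 0.566 in brm as well, at a far lower level of loss (a median of 0.49% against 5.18% in arp6 in the same windows). As Pearson correlations the values were 0.767 in arp6 and 0.735 in brm, so by that measure the relation hardly differs between them. The Spearman correlation was 0.974 in arp6 and 0.924 in brm on chromosome 2, and 0.793 and 0.521 on the other chromosomes. Why brm shows a relation with deletion length was not tested. A lower read depth in arp6 is argued against by chromosome 4 beyond its first window, where 0.345% of positions were lost in arp6 and 0.47% in brm. An action of ARP6 on nucleosomes along chromosome 2 is argued against by arp6;brm, which lost 236 positions there where arp6 lost 9482. Of the 43 windows of loss in arp6, 19 were under 2% in arp6;brm, 15 of them on chromosome 2 and 4 on chromosome 3. On chromosome 3, windows 2, 6 and 9 had 2.05%, 2.4% and 2.78% in arp6 and 0.4%, 0.3% and 0.17% in arp6;brm. Window 5 there kept most of its loss, with 2.03% in arp6 and 1.89% in arp6;brm. BRM lies on chromosome 2, and a crossing that brought in that chromosome from the brm line may have removed the stretches there. Whether the windows on chromosome 3 have the same origin was not tested. True deletions in the arp6 line and a strain difference were not separated, since no reads or variants were analysed here.

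The same hypothesis bears on gene expression. Of arp6-called genes on chromosome 2, 33.3% (95% Wilson interval 27.9 to 39.3) were called again in the same direction in arp6;brm, against 44.8% (41.8 to 47.9) on the other chromosomes. Among genes with an absolute log2 fold change of at least 3, chosen after the result was seen, the shares were 36.2% and 69.5%. Called genes were followed by a called gene in 10.9% of cases in arp6, which is 1.81 times the share in shuffled gene order, against 1.13 times in brm and 1.14 times in arp6;brm. The share on chromosome 2 is in line with linked stretches that may add to the calls in arp6. The evidence from neighbours is mixed. In brm, with 3 windows of such loss, the share of 15.51% was also above all shuffled orders (at most 15.48%), and arp6;brm keeps 24 of the 43 windows of loss and its share, 15.17%, lay within the range of shuffled orders (at most 15.21%). Effects of ARP6 on neighbouring genes stay open and untested, and which called genes are affected was not determined. Among the named genes, AT5G66052 fell in arp6;brm only and lies near the end of chromosome 5 by locus order. Window 27 there had 2.32% of positions lost in arp6;brm and 0.42% in arp6. Genes were not joined to windows, so whether the fall of AT5G66052 reflects lost sequence was not tested.

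The difference in occupancy between positions inside and outside WT H2A.Z regions in arp6 is only partly open to this explanation. Without the windows of lost signal it was 0.037 where it had been 0.054, so the windows alone may account for part of it and not for all. Sets matched on WT occupancy had a median of 0.174 in arp6, against 0.203 inside and 0.149 outside. WT occupancy may thus account for part of the difference as well. Matching and removal of the windows were not combined, so whether they account for all of it together was not tested. An effect of lost H2A.Z on nucleosomes was not separated from other causes, since brm, with H2A.Z peaks in most WT regions, had a difference of 0.083.

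Shared WT libraries may account for the correlation of log2 fold changes between arp6 and brm, but the simulation cannot decide this. Unchanged groups gave 0.473, independent effects gave 0.36 and the observed value was 0.383. The simulated values rest on the equal part of the variance assumed for WT. With equal errors, that assumption alone gave 0.503. The Spearman correlation of 0.24 lay under the 0.435 of unchanged groups, and the cause of that difference was not tested. The same-direction share among genes called in both was 79.6%, where the highest of 100 simulated draws gave 64.0%. This argues against shared WT noise of the simulated size as its cause. Effects of called genes were shuffled in each mutant separately, so a WT deviation already held in those effects was not simulated. Shared WT libraries thus stay open as a cause of that share. A common response to loss of either factor remains a hypothesis, and a difference between the WT plants and both mutants in growth or harvest was not tested.

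The fewer H2A.Z peaks in arp6 are not explained by depth, since brm replicate 2 had fewer tags than both arp6 lists and held 14300 peaks. Nor are they explained by thresholds, since the lists called in the same way held at least 3.58 times as many. A shorter tag extension in arp6 and the genotype cannot be told apart, since the fragment length of 164 bp occurs in both arp6 lists and in no other. That length may itself follow from a weak enrichment, and whether enrichment was low because H2A.Z was lost or because the immunoprecipitation failed was not tested. The higher number in brm than in WT rests on WT replicate 1, since the difference was -292.5 without it. Whether its thresholds are the cause cannot be told, since leaving out the lower WT list lowers the difference whatever made it low. WT replicate 1 also had fewer tags in total than WT replicate 2, and a smaller share in peaks (24.26% against 41.83%).

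The median point value of occupancy above WT in brm and arp6;brm is in line with a fixed read total shared with organelle DNA. The log2 rise of the nuclear share minus the median point log2 fold change was -0.022 in arp6, -0.019 in brm and -0.018 in arp6;brm. The names of the authors' pooled data sets seem to give the same read total for each genotype. Whether organelle reads were in that total is not stated. The medians of the deposited summit log2 fold change, 0.155, 0.214 and 0.209, exceed the rises of the nuclear share in all 3 tables. Those rises were 0.001, 0.068 and 0.062, so this explanation does not cover the deposited summit fold change. The log2 ratio of the deposited summit signals had medians of 0.025, 0.088 and 0.081, close to those of the point value. The larger excess thus appears only in the authors' summit fold change. How the authors computed the summit fold change is not stated. Chloroplast positions had a median point log2 fold change of -1.063 in brm, -0.926 in arp6;brm and 0.021 in arp6. A different organelle carry-over and an effect of BRM cannot be told apart, since each genotype is a single pool in these tables.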
